A study of Homo sapiens with 8 samples. Its data were reported in "The DAXX co-repressor is directly recruited to active regulatory elements genome-wide to regulate autophagy programs in a model of human prostate cancer" (2015).

How the data were processed

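ChIP-Seq was performed on PC3 cells and on PC3 cells with a stable DAXX shRNA knockdown, using antibodies to DAXX, DNMT1 and H3(Lys4), with input chromatin as control. The series has 8 samples in 8 groups of 1 library. Groups were taken from the sample titles. The 6 immunoprecipitations have a peak list each, and the 2 inputs have none here.

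Per the labels and the methods of the study, the authors made base calls with CASAVA 1.8.2, mapped reads to hg19 with Bowtie2 2.1.0, kept reads with a single location and called peaks with HOMER 4.6 (findPeaks). Per the file headers, the authors called each list on its own library against the matched input, with a 4.0-fold excess over input, a Poisson p-value limit of 0.0001 over input and a 4.0-fold excess over the surrounding 10 kb, which removed 0 of the putative H3(Lys4) peaks. An FDR threshold of 0.001 is stated for the DAXX and DNMT1 lists. DAXX and DNMT1 peaks had 1 nominal size per list (median 173 bp for WT DAXX, 171 bp for K/D DAXX, 129 bp for WT DNMT1 and 121 bp for K/D DNMT1). H3(Lys4) lists held regions of variable width, called with a minimum distance of 1000 bp between peaks (median 756 bp in WT, 644 bp in K/D). The columns used are the start and end positions that the authors deposited. The score column of the deposited lists holds 1 value for all peaks, so it could not rank them. The headers give total tags, tags in peaks and the number of putative peaks. In the DNMT1 lists the input comparison removed 79.6% (WT) and 74.8% (K/D) of the putative peaks, in the DAXX lists 34.3% and 48.8%. Since peaks pass or fail fixed limits, a library with weaker enrichment loses peaks near the limit, and a lost peak is one that was not called, not one shown to be empty.

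Peaks on chromosomes 1 to 22, X and Y were kept (59761, 42876, 2234, 595, 72064 and 72181 for WT DAXX, K/D DAXX, WT DNMT1, K/D DNMT1, WT H3(Lys4) and K/D H3(Lys4)), and 113 peaks on other contigs were left out because the reference names these differently. No peak ran past a chromosome end. Peaks counted as shared when they had at least 1 bp in common. Each share was set beside 100 random placements of the first list, made by shifting all its peaks by a random distance along each chromosome without assembly gaps. Shares of promoters, exons, introns and intergenic sequence were set beside 10 such shifts. Loss of peaks was compared between sets by the odds ratio with its 95% interval and a two-sided Fisher's exact test. No test was made between WT and K/D cells.

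The plan had ranked peaks by the score. Peaks were ranked by their place in the deposited list instead, a substitution made after the data were examined. HOMER writes its peaks in order of strength, and the peak numbers followed that order within chromosomes to differing degrees. The median Spearman correlation was 0.995 in WT DAXX, 0.947 in WT DNMT1 and 0.589 in WT H3(Lys4). In the K/D lists it was 0.991 for DAXX, 0.813 for DNMT1 and 0.605 for H3(Lys4). Ranks are therefore less certain for H3(Lys4) and for K/D DNMT1.

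Genes and sequence came from the GENCODE release 44 annotation mapped to GRCh37 and the GRCh37 genome, which is the build of hg19. All 63781 basic protein-coding transcript starts of 19785 protein-coding genes were used, and the distance of a gene was the smallest over its transcripts to a peak centre. Peak centres were assigned to promoters, then exons, then introns of protein-coding genes, then intergenic sequence. Gene lists (22) and motif consensus sequences (14) were fixed before the data were examined. All their symbols matched the annotation, some by an older name, except H19, KCNQ1OT1 and MEG3, which are not protein-coding. In the list of androgen-regulated and luminal genes PMEPA1 was entered under both its names and counted once. The list of genes drawn from the study rests on genes that the study chose on these cells and is not independent of them. Where the study gives only ATG4, ATG8 or ATG18, the members were chosen here (ATG4A to ATG4D, GABARAP, GABARAPL1, GABARAPL2, MAP1LC3A and MAP1LC3B, and WIPI1 and WIPI2), and LC20 was not entered. Distances of gene lists were tested by permuting list membership 100000 times (two-sided, mean rank). Shares of genes with a peak within 10 kb were placed among 10000 random lists with the same number of genes that had a WT H3(Lys4) region within 1 kb of a TSS, which 58.1% of genes had. Motifs were searched on both strands within 100 bp of the centre and in the windows 2 kb to either side.

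Genes and peaks named in the text followed a rule fixed beforehand. It took all genes of the list drawn from the study, up to 3 genes of each other list whose peak within 10 kb comes first in the deposited order, and the first 5 peaks of each set of kept, lost and K/D-only peaks. Some genes that the rule names, and 1 motif, are not reported here.

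The alternatives were centres within 100 bp, at least 50% of each peak in common, the first 50% of each list in deposited order (the upper part), equal numbers of peaks, odds ratios within 4 quartiles, placement on H3(Lys4) regions, promoters within 2500 bp, genes with H3(Lys4) only, the most upstream TSS, the K/D DAXX list, a distance of 2 kb, unmatched lists, motif windows of 50 bp and 1 mismatch. The methods were tested on simulated data. For true odds ratios of 1, 2 and 4 the median of 50 simulations was 0.982, 1.99 and 4.11, and the interval held the true value in 49, 47 and 48 of them. The permutation test called 0, 14 and 20 of 20 simulated lists that were 1, 2 and 3-fold closer. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and Matplotlib 3.10.9.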

Results

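DAXX is a histone chaperone and transcriptional co-repressor, and DNMT1 is the maintenance DNA methyltransferase. ChIP-Seq peak lists for DAXX, DNMT1 and histone H3 marked at Lys4 were analysed in PC3, a prostate cancer cell line derived from a bone metastasis. Each antibody was used in WT cells and in cells with a stable DAXX shRNA knockdown (K/D). This gave 6 peak lists, with 1 library per group and no replicates. The labels call the control cells wild type while the series text describes a control shRNA line, so "WT" here stands for either. The labels name the histone antibody DMHH3(Lys4). The prefix may stand for dimethyl histone but is not spelled out, so H3(Lys4) is written here. The input libraries of both lines have no list of their own here. The tag totals given with the lists were 15208845 for WT DAXX, 18210051 for K/D DAXX, 14391288 for WT DNMT1, 12050101 for K/D DNMT1, 16248943 for WT H3(Lys4) and 18705056 for K/D H3(Lys4). Per the headers, these tags join an old and a new sequencing run. Whether both cell lines were sequenced in the same runs is not given. All positions are hg19. Shares carry exact 95% binomial intervals, which cover counting error only, and the tests below describe these libraries, because peaks and genes are not replicates of a condition.

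The first question was where DAXX sits in the genome and how the DAXX lists of WT and K/D cells compare. The WT list held 59778 peaks and the K/D list 42894, a WT to K/D ratio of 1.39. The share of tags that fell in peaks was 15.8% in WT and 6.83% in K/D cells. On the chromosomes analysed, 28901 of 59761 WT DAXX peaks overlapped a K/D DAXX peak (48.4%, interval 48.0 to 48.8), against 0.533% when the WT peaks were shifted at random along their chromosomes. Seen from the K/D list, 67.4% of peaks overlapped a WT peak (interval 66.96 to 67.85). Sharing followed the deposited order of the list, in which the strongest peaks come first. In the first 10% of the WT list 93.7% of peaks were also called in K/D cells (interval 93.0 to 94.3), and in the last 10% of the list 15.5% were (interval 14.6 to 16.4). All of the first 100 WT DAXX peaks had a K/D DAXX peak.

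**Figure D1:**
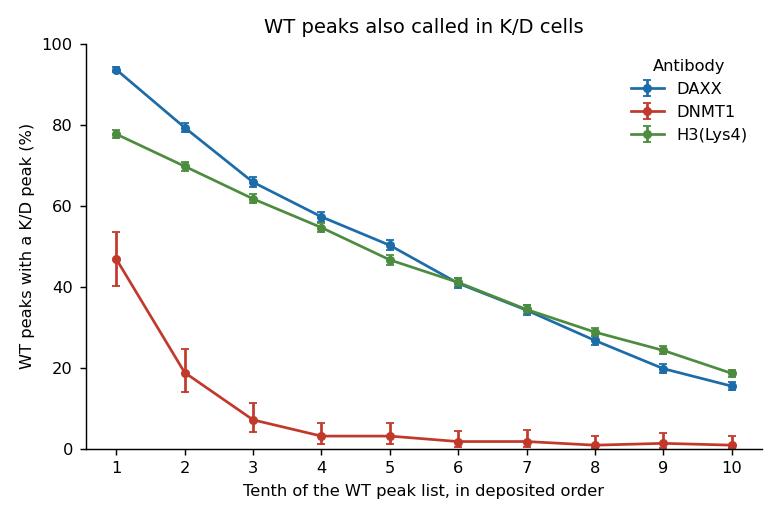
The plot gives the percentage of WT peaks that overlap a K/D peak (y axis) for 10 equal parts of the WT list in deposited order (x axis), for DAXX, DNMT1 and H3(Lys4), with exact 95% binomial intervals. Sharing falls along all 3 lists, from 93.7% to 15.5% for DAXX, from 46.9% to 0.897% for DNMT1 and from 77.7% to 18.6% for H3(Lys4).

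The first 5 peaks of the WT DAXX list were intronic or intergenic. The first WT DAXX peak lay in an intron of NRP1, which encodes the co-receptor neuropilin 1 (chromosome 10, 33553233 to 33553405), and it was also the first peak of the K/D list. It held an AP-1 motif, and neither H3(Lys4) list had a region on it. The second WT peak was intergenic (chromosome 14, 56269907 to 56270079), nearest to KTN1 at 142 kb, and the third lay in an intron of RAD51B, a homologous recombination gene (chromosome 14, 68607077 to 68607249). The fourth was 147 bp downstream of a TSS of NRP1 (chromosome 10, 33624957 to 33625129), where WT DNMT1 also had a peak. The fifth lay in an intron of ANXA11, 9.05 kb from its TSS. NRP1 carried 13 WT and 10 K/D DAXX peaks. Among WT peaks with no K/D peak, the first in the list was again in NRP1 (chromosome 10, 33541742 to 33541914, place 150), and the first peak found only in K/D cells lay next to it (chromosome 10, 33541972 to 33542142). The next WT peaks without a K/D peak lay in introns of DPF3 and, again, NRP1, in an intron of KCNMA1, a potassium channel gene, and 9.72 kb from PRSS38. The next K/D-only peaks were 322 kb from TLE4, in an exon of NFIA, 179 kb from ITGB1 and 112 kb from MBL2.

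**Figure D2:**
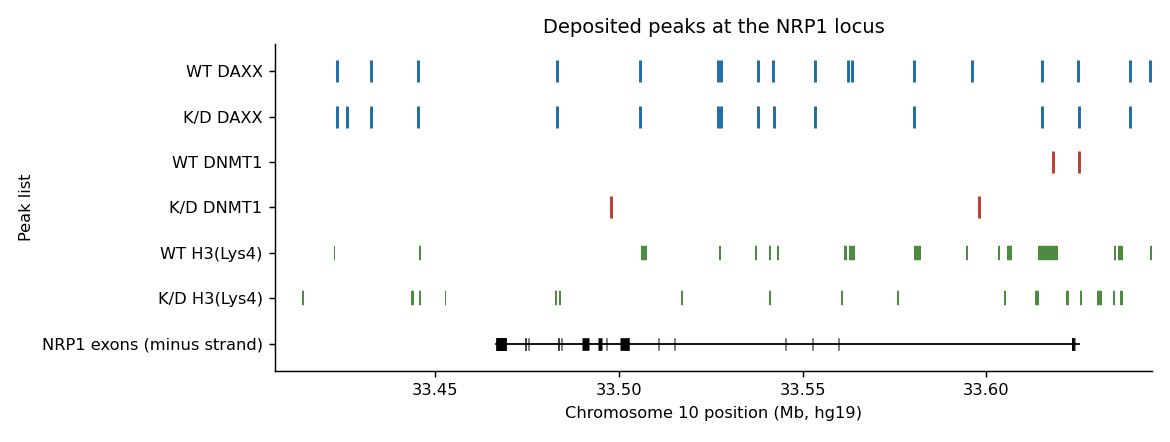
The map shows the NRP1 locus on chromosome 10 (x axis, position in Mb, hg19) with 1 row per peak list and the NRP1 exons in the lowest row; ticks mark the centres of DAXX and DNMT1 peaks and bars the H3(Lys4) regions to scale. Inside the gene there are 13 WT and 10 K/D DAXX peaks, 2 WT and 2 K/D DNMT1 peaks, and 12 WT and 9 K/D H3(Lys4) regions.

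DAXX peaks were mostly away from promoters. Promoters, taken as 1000 bp upstream to 100 bp downstream of a protein-coding TSS, make up 1.12% of the genome and held 7.05% of WT DAXX peak centres (interval 6.84 to 7.26) and 7.13% of K/D DAXX peak centres (interval 6.89 to 7.38). Introns held 46.6% and intergenic sequence 42.3% of the WT DAXX peaks, against 42.4% and 52.7% after random shifts. Exons held 4.11%, close to the 3.73% of the shifted peaks. The promoter share was 4.61% for WT DNMT1 (interval 3.78 to 5.56), 8.40% for K/D DNMT1 (interval 6.30 to 10.9), 7.51% for WT H3(Lys4) (interval 7.32 to 7.70) and 7.21% for K/D H3(Lys4) (interval 7.02 to 7.40).

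Motifs of sequence-specific activators were then counted in the windows within 100 bp of peak centres and in windows 2 kb to either side. The AP-1 site TGASTCA, bound by FOS and JUN dimers, stood in 36.2% of WT DAXX peaks (interval 35.8 to 36.6) and in 3.22% of the neighbouring windows, an 11.2-fold excess. K/D DAXX peaks held it in 35.4% (10.7-fold), WT DNMT1 peaks in 27.7% (8.19-fold) and K/D DNMT1 peaks in 23.03% (6.37-fold), while in H3(Lys4) regions the excess was 2.21-fold in WT and 2.02-fold in K/D cells. AP-1 sites were in 46.45% of the first 10% of WT DAXX peaks. They were more common in WT DAXX peaks that also appeared in K/D cells (40.4%) than in those that did not (32.2%). The half-site TGACCTY of nuclear receptors followed the same order, with 27.5% of kept and 15.8% of lost WT DAXX peaks. It stood in 32.3% of the first 10% of WT DAXX peaks. Peaks early in the list were kept more often, and no motif was compared between kept and lost peaks of similar place. The half-site set the DAXX and DNMT1 lists apart. It was in 21.5% of WT DAXX peaks (2.16-fold) but in 5.95% of WT DNMT1 peaks, below their neighbouring windows (0.646-fold). The ETS, RUNX, FOX and TEAD motifs were 2.64-fold, 2.48-fold, 2.23-fold and 1.72-fold more frequent in WT DAXX peaks than beside them. The insulator motif of CTCF was in 0.853% of WT DAXX peaks (9.62-fold), in 0.720% of the kept and 0.979% of the lost ones, and in 1.51% of the K/D-only ones. SP1 sites were 3.86-fold, C/EBP sites 4.37-fold and NF-kB sites 1.40-fold more frequent than in the neighbouring windows, and GATA (0.948-fold), CACGTG (1.17-fold) and the glucocorticoid and androgen receptor site (0.803-fold) were near the neighbouring level.

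**Figure D3:**
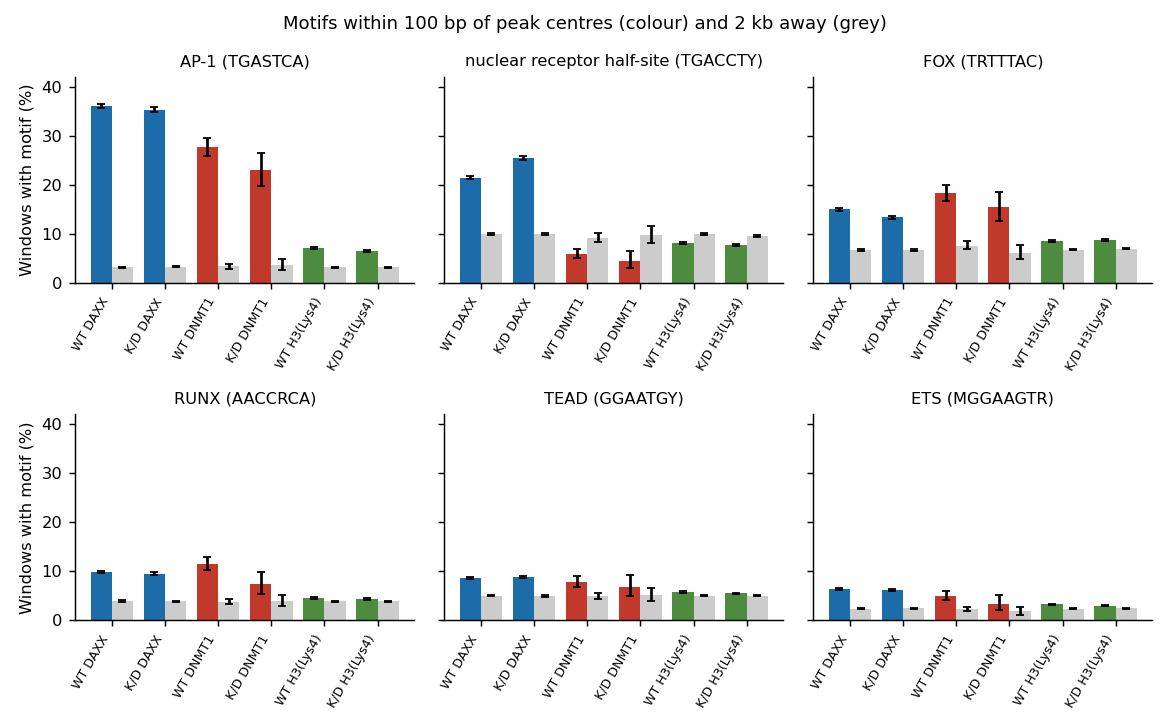
Bars give the percentage of windows with each motif (y axis) within 100 bp of the peak centres of the 6 lists (colour) and in windows 2 kb to either side (grey), with exact 95% binomial intervals. AP-1 stands in 36.2% of WT DAXX and 27.7% of WT DNMT1 peaks, and the nuclear receptor half-site in 21.5% and 5.95%.

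Whether DNMT1 shares sites with DAXX was asked next. Of 2234 WT DNMT1 peaks, 1174 overlapped a WT DAXX peak (52.6%, interval 50.5 to 54.6). Random shifts gave 0.630%, and none of 100 shifts reached the observed share. Placed at random on H3(Lys4) regions instead, the WT DNMT1 peaks met DAXX in 7.14%, so the observed share was 7.36-fold that level. In K/D cells 34.1% of DNMT1 peaks overlapped a K/D DAXX peak (interval 30.3 to 38.1). With the shorter K/D DAXX list random shifts gave 0.430%, so the share was 79.3-fold that level in K/D and 83.4-fold in WT cells. DNMT1 peaks were few beside DAXX peaks, and 1.96% of WT DAXX peaks carried one. WT DNMT1 peaks on DAXX peaks held an AP-1 site in 35.7% and those away from DAXX in 18.8%. WT DNMT1 peaks had a median GC content of 40.8%, against 44.3% for WT DAXX peaks.

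The central comparison of the design was DNMT1 binding in WT cells and in cells with the DAXX knockdown. The lists held 2237 peaks in WT and 600 in K/D cells, a ratio of 3.73, and the share of tags in peaks was 0.26% in WT and 0.07% in K/D cells. Of the WT DNMT1 peaks 192 overlapped a K/D DNMT1 peak (8.59%, interval 7.465 to 9.83), which was 46.9% in the first 10% of the list and 0.897% in the last 10%. Of the K/D DNMT1 peaks 32.3% overlapped a WT DNMT1 peak (interval 28.5 to 36.2). The first peaks kept in K/D cells were in introns of ARID5B (chromosome 10, 63836785 to 63836913), DSTYK (chromosome 1, 205157419 to 205157547) and PTHLH (chromosome 12, 28120623 to 28120751), and between genes, 200953 bp from MBD2 (chromosome 18, 51549970 to 51550098) and 31.9 kb from THEM4. All 5 lay on WT DAXX peaks, but only the one nearest to MBD2 also lay on a K/D DAXX peak. The first WT DNMT1 peaks that were lost lay in introns of ACTN1 (chromosome 14, 69351116 to 69351244), PARD3 (chromosome 10, 34410941 to 34411069) and ERN1 (chromosome 17, 62159628 to 62159756), 37.8 kb from CNBD1 and 149 kb from MED30. The PARD3 and ERN1 peaks had no WT DAXX peak. The lost peaks at ACTN1 and near MED30 lay on DAXX peaks of both WT and K/D cells. The first K/D-only DNMT1 peak lay 19.6 kb from FOS, which encodes an AP-1 subunit (chromosome 14, 75725895 to 75726015). It was followed by peaks 85.5 kb from EGR2, 125 kb from TLE4 and 43.5 kb from TNFSF4 and by 1 at the promoter of ZHX1.

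The loss of DNMT1 peaks on DAXX was not distinguished from the loss away from it. With K/D, 1072 of 1174 WT DNMT1 peaks on DAXX peaks were lost (91.3%, interval 89.6 to 92.9) and 970 of 1060 away from DAXX (91.5%, interval 89.7 to 93.1). The odds ratio was 0.975 (interval 0.716 to 1.33), and a two-sided Fisher's exact test over peaks gave p = 0.88. Among the strongest quartile of WT DNMT1 peaks, 75.6% of 328 were lost on DAXX and 69.3% of 231 away from it (odds ratio 1.375, interval 0.927 to 2.04), and combined over the quartiles the odds ratio was 1.29 (interval 0.9325 to 1.78). DNMT1 peaks whose DAXX peak was itself lost went missing in 92.3% of 560 cases, and those whose DAXX peak was kept in 90.4% of 614 (odds ratio 1.28, interval 0.832 to 1.98, Fisher's exact p = 0.255). Of these 5 tests of loss, the 3 with p under 0.05 kept it after Benjamini-Hochberg adjustment, without regard to the place of peaks in the list. The 2 on DNMT1 loss were not among them, and their intervals leave room for moderate differences in either direction.

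**Figure D4:**
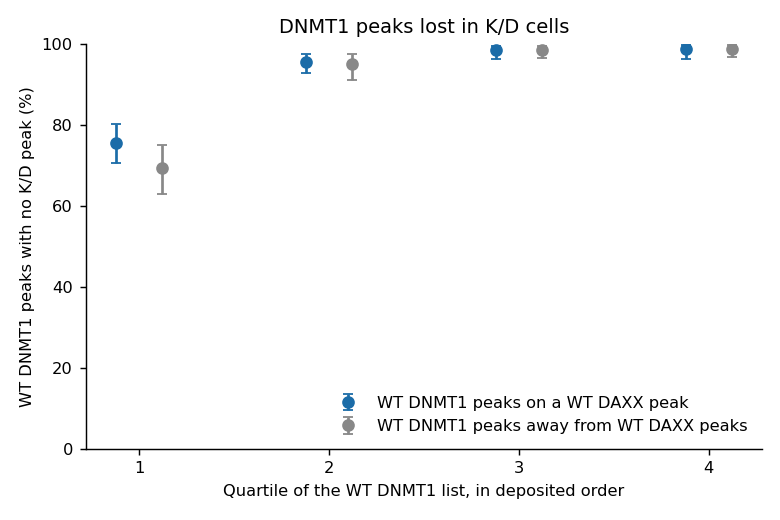
The plot gives the percentage of WT DNMT1 peaks with no K/D DNMT1 peak (y axis) in each quartile of the WT list in deposited order (x axis), for peaks on a WT DAXX peak and away from one, with exact 95% binomial intervals. In the first quartile 75.6% and 69.3% were lost, and in the other quartiles between 94.95% and 98.8% in both sets.

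H3(Lys4) peaks were about as many in K/D as in WT cells, with 72100 and 72215 peaks (ratio 0.998), but they covered 78.1 Mb in WT and 64.5 Mb in K/D cells, and held 23.9% and 15.1% of the tags. Of the WT regions 45.8% overlapped a K/D region (interval 45.4 to 46.2), against 4.95% after random shifts. Of the WT DAXX peaks 37.4% lay on a WT H3(Lys4) region (interval 36.99 to 37.77), 11.4-fold the share of shifted peaks, and in K/D cells it was 28.7%. WT H3(Lys4) regions on a DAXX peak were lost in 46.6% and those away from DAXX in 57.2% (odds ratio 0.6525, interval 0.631 to 0.674, Fisher's exact p = 7.84e-145, adjusted 3.92e-144). This direction did not hold within quartiles of the list (combined odds ratio 1.057, interval 1.02 to 1.10). When centres within 100 bp counted as shared, the odds ratio was 1.40. Only 9.47% of WT regions were shared by that rule, so it cannot decide whether the mark was lost. Regions with no DAXX peak had a median width of 649 bp. The median was 1199 bp with a kept DAXX peak and 1039 bp with lost ones only. Width was not adjusted for. WT DAXX peaks on H3(Lys4) regions were lost slightly more often than the rest, in 54.2% against 50.1% (odds ratio 1.18, interval 1.14 to 1.22, Fisher's exact p = 1.61e-22, adjusted 4.03e-22), and those on DNMT1 peaks slightly less often, in 47.7% against 51.7% (odds ratio 0.8515, interval 0.757 to 0.9575, Fisher's exact p = 0.00665, adjusted 0.0111). In the first quartile of the DAXX list the former difference went the other way (16.2% against 17.5%, odds ratio 0.907). In the second quartile it did so only slightly (odds ratio 0.981), with an interval that included 1. It kept its direction in the third and the last quartile (odds ratios 1.14 and 1.27). The latter difference went the other way in all 4 quartiles. DAXX peaks on DNMT1 peaks were lost in 55.6% against 44.05% in the second quartile (odds ratio 1.59, interval 1.28 to 1.97) and in 74.1% against 64.3% in the third (odds ratio 1.59, interval 1.17 to 2.18), while the intervals of the first and the last included 1. The pooled difference therefore does not hold among peaks of similar place in the list. The first H3(Lys4) regions lost in K/D cells lay 1.49 kb from ANXA11 (chromosome 10, 81963423 to 81970213), in introns of ZNF248, ZCCHC24 and PKP1, and in AGRN, 2502 bp from its TSS. The first K/D-only regions lay over RPS24 (chromosome 10, 79794093 to 79797264), ARID5B, IPMK, KCNMA1 and EFR3A.

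Autophagy genes were examined because the study focused on them. The 61 core autophagy genes fixed beforehand had their nearest WT DAXX peak at a median of 1937 bp from a TSS (quartiles 235 and 11275 bp), while the other 19724 protein-coding genes had it at 9310 bp (quartiles 937 and 35720 bp). The mean rank of the autophagy genes was lower by 13.9% of all genes, with a two-sided permutation p = 0.00016 (adjusted 0.0006 over the 4 lists tested). Within genes that had a WT H3(Lys4) region within 1 kb of a TSS, the medians were 1972 bp for 46 autophagy genes and 3377 bp for the others, and the permutation test gave p = 0.323. The 42 lysosome genes had a median of 1136 bp (permutation p = 0.0003, adjusted 0.0006) and the 38 genes of the mTOR pathway one of 2219 bp (permutation p = 0.0173, adjusted 0.0231). Among genes with H3(Lys4) neither call held. The medians there were 709 bp for 33 lysosome genes against 3379 bp for the others (mean rank difference -9.7, permutation p = 0.0528) and 1298 bp for 30 mTOR pathway genes against 3380 bp (mean rank difference -5.31, permutation p = 0.314). The 25 genes drawn from the study's text, with the families it names entered as members chosen here, had a median of 5335 bp, and their ranks were not distinguished from the rest (permutation p = 0.213).

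Among those 25 genes, 17 had a WT DAXX peak and 16 a K/D DAXX peak within 10 kb of a TSS, and NRP1 alone had a WT DNMT1 peak there. ULK1, the kinase that starts autophagy, had its nearest WT DAXX peak 1576 bp downstream of a TSS, in an intron (chromosome 12, 132380657 to 132380829). That peak had no K/D counterpart, although a K/D peak lay 224 bp upstream of a ULK1 TSS. DAPK3, a death-associated protein kinase, had its peak 1106 bp downstream of a TSS (chromosome 19, 3968634 to 3968806), and it was kept in K/D cells. The ATG8 family genes GABARAP (29 bp), MAP1LC3B (189 bp) and GABARAPL1 (431 bp) and the protease gene ATG4D (235 bp) had promoter peaks that were kept. WIPI1 (603 bp) and RPTOR, which encodes the raptor subunit of mTORC1 (986 bp), had peaks that were lost, and their nearest K/D peaks lay 73.8 and 74.6 kb away. MTOR had a WT peak at 5335 bp and its nearest K/D peak at 127 kb. ATG101 (5535 bp, kept), ATG7 (6595 bp, lost), MAP1LC3A (8022 bp, kept), ATG3 (9294 bp, lost), ETV1 (5189 bp, lost, with a K/D peak at 185 bp), DEPTOR, an mTOR inhibitor (2480 bp, kept), and DAXX itself (2420 bp, kept) also had peaks in this range. ATG4B (10.1 kb), GABARAPL2 (11010 bp), ATG4A (18.8 kb), WIPI2 (20.8 kb), BECN1 (21.1 kb), RELB (74.1 kb), ATG4C (94.5 kb) and DAPK1 (215 kb) did not, but BECN1, ATG4B, ATG4C and WIPI2 had K/D DAXX peaks at 324, 34, 27 and 8008 bp. A WT DNMT1 peak lay 45.8 kb from ULK1 and 16.5 kb from ATG7. The lost peaks of WIPI1, RPTOR and MTOR stood at places 26518, 58818 and 44220 of the WT DAXX list. When the list was cut into 10 equal parts, the parts that hold them kept 50.3%, 15.5% and 26.8% of their peaks.

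Across the 22 gene lists fixed beforehand, proximity to DAXX was compared with 10000 random lists matched on H3(Lys4) at the TSS. Over all protein-coding genes 51.2% had a WT DAXX peak within 10 kb of a TSS and 41.8% a K/D DAXX peak. AP-1 family members and targets stood highest, with 26 of 28 genes (92.9%, matched mean 55.5%, percentile 100), led by PLAU, the urokinase gene, whose peak was at place 13 of the list (chromosome 10, 75666463 to 75666635), DUSP1 and FOSL1. NF-kB targets had peaks at 27 of 30 genes (matched mean 57.2%, percentile 100), among them BCL2L1, IL1B and TNIP1, and mesenchymal genes at 18 of 20 (percentile 99.9), among them AXL, SNAI1 and FN1. DAXX partners (16 of 20, percentile 99.5, with UHRF1 and DNMT1), the mTOR pathway (29 of 38, percentile 99.2, with TSC2, EIF4EBP1 and LAMTOR4), HOX clusters (28 of 39, percentile 99.1, with HOXA13, HOXC10 and HOXA10) and lysosome genes (31 of 42, percentile 98.55, with ATP6V1D) were also past the upper limit set for the random lists. Several of these calls depended on the setting. Within 2 kb HOX clusters lay at percentile 11.9, DAXX partners at 55.8, the mTOR pathway at 94.15 and lysosome genes at 97.48, and in the upper part of the list the mTOR pathway lay at 37.4. Core autophagy genes (41 of 61, 67.2%, matched mean 56.8%, percentile 95.6, with ATG2A, ATG16L2 and TECPR1), ETS family genes (18 of 24, percentile 97.1, with EHF, ETS2 and ELF4), histone clusters (42 of 68, percentile 97.46, with H2AC15, H2BC15 and H4C12 beside 1 peak) and the genes drawn from the study (17 of 25, percentile 89.9) did not pass it, although core autophagy genes did within 2 kb (percentile 98.9) and ETS family genes did in the upper part of the list (percentile 98.3). Androgen-regulated and luminal genes (11 of 19, with NDRG1, PMEPA1 and ACSL3), epithelial (10 of 18, with CLDN4, KRT7 and EPCAM), neuroendocrine (6 of 15, with CHGB, SNAP25 and SCG2), blood (6 of 18, with CD14, LCK and LYZ), imprinted (13 of 23, with GRB10, BLCAP and PHLDA2), ribosomal protein (52 of 85, with RPS24 and RPL37) and keratin genes (23 of 55, with KRT86, KRT31 and KRT7) lay between percentiles 26.9 and 84.0, but ribosomal protein genes passed the lower limit within 2 kb (percentile 0.055) and in the upper part of the list (percentile 2.315). Cancer-testis genes (3 of 21, DAZL, TDRD1 and PRAME, percentile 1.015), olfactory receptors (36 of 381, percentile 0, with OR13G1, OR2V2 and OR2A5), numbered zinc finger genes (206 of 476, percentile 0, with ZNF7, ZNF436 and ZNF611) and protocadherin clusters (5 of 53, percentile 0, with PCDHAC1, PCDHAC2 and PCDHA11) fell below the lower limit, which within 2 kb no longer held for cancer-testis (percentile 16.2) and zinc finger genes (percentile 27.6). Clustered genes share peaks, so their counts are not independent.

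**Figure D5:**
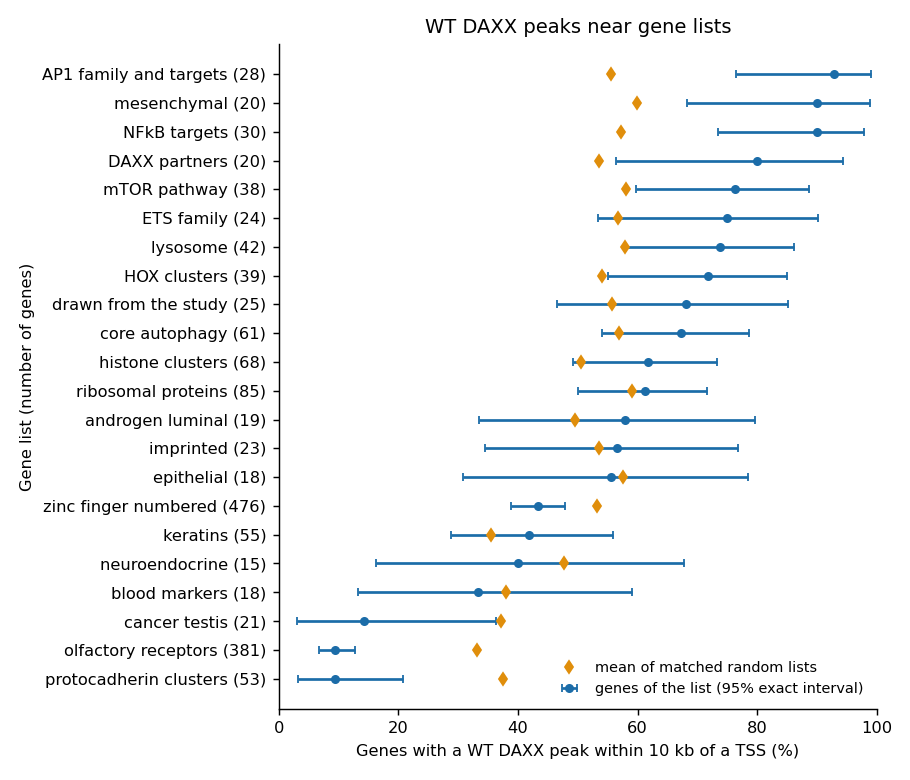
Points give the percentage of genes with a WT DAXX peak within 10 kb of a TSS (x axis) for each gene list with its number of genes (y axis), with exact 95% binomial intervals, and diamonds the mean of 10000 random lists matched on H3(Lys4) at the TSS. AP-1 family and targets stand highest at 92.9%, and olfactory receptors (9.45%) and protocadherin clusters (9.43%) lowest.

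The same lists were set against the shorter K/D DAXX list. HOX genes reached 31 of 39 (percentile 100), core autophagy 39 of 61 (percentile 99.7), AP-1 family and targets 23 of 28, NF-kB targets 23 of 30 and mesenchymal genes 15 of 20 (percentile 99.05). The mTOR pathway had 20 of 38 genes with a K/D DAXX peak (percentile 74.7), lysosome genes 25 of 42 (percentile 94.6), DAXX partners 12 of 20 (percentile 93.2), histone clusters 25 of 68 (percentile 21.9) and neuroendocrine genes 2 of 15 (percentile 1.68). Of the WT DAXX peaks within 10 kb of a TSS, 46.1% were kept in K/D cells over all genes (interval 45.3 to 46.9), 66.2% of 77 for lysosome genes (interval 54.6 to 76.6), 52.0% of 75 for core autophagy (interval 40.2 to 63.7) and 39.0% of 41 for the mTOR pathway (interval 24.2 to 55.5). WT DNMT1 peaks within 10 kb of a TSS were rare, at 2.55% of all protein-coding genes. Keratin genes had them at 4 of 55 (percentile 99.4) and numbered zinc finger genes at 4 of 476 (percentile 0.205). Core autophagy genes had 2 of 61 (percentile 60.15) in WT and 0 of 61 in K/D cells (percentile 27.5), which allows a share of up to 5.87%. Over all protein-coding genes the K/D share was 0.890%, so the K/D count was not set apart from random lists.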

Values the study reported

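The study reported 59,778 DAXX peaks in WT PC3 cells. It reported 2,237 DNMT1 peaks in WT cells and 600 in DAXX K/D cells, and that 52% of DNMT1 peaks were also bound by DAXX. For the distance from the TSS to the nearest DAXX peak it gave 1,464 bp for ULK1 and 2,401 bp for DAPK3. It found DAXX at 34% of enhancers, defined by an H3K27ac data set that is not part of these lists. DAXX RNA was 65% lower in K/D cells.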

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

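No replicates exist, so no library could be left out, and no paired analysis was possible because each group has 1 library. Rankings by deposited order were chosen after seeing the data. Over 41 results and 121 alternatives, 59 left the result with its direction and call, or within its interval, and the others follow. With centres within 100 bp, sharing was 47.05% (WT DAXX in K/D), 65.6% (K/D DAXX in WT), 46.15% (WT DNMT1 with DAXX), 9.47% (WT H3(Lys4) in K/D) and 6.97% (WT DAXX with H3(Lys4)). With 50% of each peak in common it was 46.3%, 64.55%, 36.5%, 23.1% and 0%, the last because H3(Lys4) regions are far wider than DAXX peaks, 7.21% for WT DNMT1 in K/D and 27.1% for K/D DNMT1 in WT. That rule left no value for the odds ratios that split by DAXX and H3(Lys4). In the upper part of the lists sharing was 55.9%, 77.9%, 45.7%, 48.35%, 28.4%, 12.35% and 46.5% in the same order. With equal numbers of peaks it was 59.5% (WT DAXX in K/D), 4.03% (WT DNMT1 with DAXX, since only the strongest DAXX peaks remain) and 26.05% (WT DNMT1 in K/D). Placement on H3(Lys4) regions took the excess of DNMT1 on DAXX from 83.4-fold to 7.36-fold.

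The odds ratio for loss of H3(Lys4) at DAXX peaks turned to 1.40 with centres within 100 bp and 1.057 within quartiles, and was 0.9585 in the upper part. The centre rule cannot decide on loss of the mark, since only 9.47% of WT regions were shared by it. The quartile comparison sets regions against others of a similar place in the list. The cause of the other changes was not tested. The odds ratio for DNMT1 loss at DAXX turned from 0.975 to 1.27 in the upper part and 1.29 within quartiles, and passed the threshold in none of its 4 alternatives. That for DAXX loss at H3(Lys4) (1.07 to 1.24) kept its direction and its call when the quartiles were combined. Taken singly, it was 0.907 in the first and 0.981 in the second quartile, and 1.14 and 1.27 in the third and last.

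Promoters within 2500 bp held 13.3% (WT DAXX), 13.0% (K/D DAXX), 10.1% (WT DNMT1), 13.3% (K/D DNMT1), 21.8% (WT H3(Lys4)) and 21.9% (K/D H3(Lys4)) of peaks, and in the upper part promoters held 5.998% of WT DNMT1, 11.7% of WT and 10.7% of K/D H3(Lys4) peaks. AP-1 was in 27.8% of WT DAXX peaks within 50 bp, 41.0% in the upper part and 74.7% with 1 mismatch, where the neighbouring windows reached 47.4%. The autophagy distance lost its call among genes with H3(Lys4), where the mean rank difference was -4.22, and kept it in the other 3 alternatives.

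In excess over random lists, in percentage points, core autophagy reached 13.9 within 2 kb and 15.9 with unmatched lists, past the limit, and ETS genes 23.8 with unmatched lists and 20.9 in the upper part. Within 2 kb the excess was 14.5 for lysosome, 12 for mTOR, 1.28 for DAXX partners, -8.22 for cancer-testis and -1.21 for zinc finger genes, no longer past it, as for cancer-testis genes in the upper part (-11.0). Signs turned within 2 kb for HOX clusters (-8.49), ribosomal proteins (-15.6, now past the lower limit), neuroendocrine genes (5.32) and keratins (-3.32), with unmatched lists for epithelial genes (4.25) and keratins (-9.42), and in the upper part for mTOR (-2.57), ribosomal proteins (-10.1, past it too), histone clusters (-4.27), imprinted (-5.2) and epithelial genes (16.2). The cause was not tested.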

Other observations

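The tests of DNMT1 loss and those on autophagy genes without H3(Lys4) below were chosen after the result was seen. The other 2 were written down before.

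Chromosome 10 held 4.80% of WT DAXX peaks but 7.97% of the first 10% of the list, and 4.26% and 6.04% for WT H3(Lys4). Among the other chromosomes with a larger share of the first 10% were chromosome 14 (3.24% and 5.76% for WT DAXX, 3.13% and 5.38% for WT H3(Lys4)), chromosome 8 (5.35% and 8.33% for WT DAXX) and chromosome 20 (2.59% and 3.71%), and among those with a smaller share for WT DAXX were chromosome 4 (5.40% and 2.74%), 9 (3.49% and 1.91%), 13 (2.61% and 1.49%), 16 (2.06% and 1.09%) and 22 (1.21% and 0.502%). In the K/D DNMT1 list 14.6% of peaks were on chromosome 10 (interval 11.9 to 17.7), against 6.94% in WT DNMT1 (interval 5.92 to 8.07). No explanation of these shares was tested.

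WT DAXX peaks that carried a DNMT1 peak were 3.35% of the first 10% of the list and 1.81% of the rest, but 1 of the first 100. WT DNMT1 peaks kept in K/D cells lay at promoters in 11.5% (interval 7.32 to 16.8) and the lost ones in 3.97% (interval 3.16 to 4.91). The kept ones held 3.80 CpG per window on average and the lost ones 2.01. Among K/D-only DNMT1 peaks 3.72% had a CTCF motif, against 0.537% of WT DNMT1 peaks. Of the 30860 WT DAXX peaks without overlap in K/D cells, 1.38% had a K/D peak centre within 300 bp, as at NRP1.

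DAXX occupancy might be expected to decide where DNMT1 was lost. If it were lost only where DAXX was bound, peaks away from DAXX would stay. Of the strongest quartile of WT DNMT1 peaks away from DAXX, 69.3% were lost, with a lower bound of 62.9%, which argues against that as the whole explanation. A smaller added loss at DAXX stays open, since the odds ratio in that quartile reached up to 2.04. A lower enrichment in the K/D immunoprecipitations could also remove peaks near the limit, and the share of tags in peaks was 1.59-fold higher in WT than K/D cells for H3(Lys4) too, whose peak count did not fall. With 1 library per group, an effect of the library and an effect of the knockdown cannot be told apart.

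The proximity of autophagy genes to DAXX may reflect marked promoters. Among genes with H3(Lys4) near a TSS the mean rank difference was -4.22 (permutation SD 4.26) against -13.9 over all genes, and against matched random lists the autophagy list passed the limit within 2 kb (percentile 98.9) but not within 10 kb (percentile 95.6) or in the upper part of the list (excess 5.96, percentile 83.9). Against K/D DAXX peaks the difference within the genes marked in WT cells was -9.95 (permutation SD 4.28, permutation p = 0.0194). All genes in that comparison carry the WT mark, so this value is not one of marked against unmarked promoters. The mark of the K/D cells was not used in it. The difference had the same sign against the WT and K/D DAXX lists, but only the K/D value had p under 0.05. The WT and K/D values were not compared by a test. The part of the mark stays undecided for these genes. The 15 autophagy genes without the mark in WT cells had a median distance of 1306 bp against 23546 bp for other such genes, a mean rank difference of -26.1 (permutation p = 0.00025), but 10 of them carried the mark in K/D cells. For the 5 without it in either list the difference was -24.6 (permutation SD 12.9, permutation p = 0.0562). These genes had no region called within 1 kb of a TSS, but they are too few to tell the difference from chance.

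The strongest WT DAXX peaks lay on H3(Lys4) regions less often than WT DAXX peaks in general, 29.1% in the first 10% of the list and 11 of the first 100 against 37.4% of all peaks. A candidate explanation is that the mark flanks the nucleosome-free site of a strong peak. With regions counted up to 1 kb away, the share was 60.5% in the first 10% (interval 59.2 to 61.7) against 56.9% of all peaks, as that hypothesis requires. In the first 100 it was 49.0% (interval 38.9 to 59.2). No other explanation was tested.

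The distance of DAPK3 to its nearest WT DAXX peak was 1106 bp. That is lower than the value quoted from the study, while the distance of ULK1 was higher than its quoted value. From the most upstream TSS of each gene the same peaks lay at 2377 bp for DAPK3 and 1576 bp for ULK1, so the distance of DAPK3 depends on the TSS that is used.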
